A study of Mus musculus with 8 samples. Its data were reported in "Lhx2 Determines Odorant Receptor Expression Frequency in Mature Olfactory Sensory Neurons" (2016).

How the data were processed

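Total RNA from the olfactory mucosa of 8 mice at postnatal day 1 was hybridised by the authors to Affymetrix GeneChip Mouse Gene ST arrays, with 1 mouse per array. The genotype labels gave 4 OmpCre:Emx2 fl/fl mice (knockouts) and 4 control littermates. By these labels controls 1 to 3 were OmpCre:Emx2 fl/+ and control 4 was Emx2 fl/fl without Cre. Replicate numbers were assigned in accession order and pair no samples. The labels do not name litters, which therefore could not enter a model.

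The deposited values are log2 signals per transcript cluster, the unit at which this array reports expression. The submitters' processing notes name Affymetrix Expression Console without a version, and the summarisation and normalization algorithm is not given in the sources used here. Before testing, the scale was checked on the values: values ran from 2.65 to 14.9 over all arrays, and the 8 array medians differed by at most 0.0391, so the values were neither log transformed nor normalized again. Because arrays give signals and not counts, the number of arrays limits the precision.

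Gene names came from the platform annotation, brought up to date through Entrez identifiers with the RefSeq gene table of mouse assembly GRCm38.p6. Of 35557 clusters, 21789 carried exactly 1 gene symbol and were tested. Several symbols were attached to 1621 clusters, which were not named, and 12147 were unnamed in the annotation used. Of the tested clusters, 21698 were found in the gene table, and no symbol changed. The gene table was used only for names, odorant receptor (OR) class and the order of neighbouring genes, since no genome build is named for the array values. No coordinates are therefore given. OR clusters were those with exactly 1 OR gene that was no pseudogene (1017 clusters, 1009 genes). They fell into class I (117) and class II (884) by the receptor family in their synonyms or symbols, with 16 of unknown class. In gene lists, a gene with several clusters was represented by the cluster with the highest mean signal.

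Knockouts were compared with controls by limma (version 3.58.1 in R 4.3.3), with lmFit and eBayes on the log2 signals, two-sided, and Benjamini-Hochberg adjustment over the 21789 clusters at a threshold of 0.05. Counts at unadjusted p values under 0.01, the level used in the study, and under 0.05 were taken beside it. For gene lists fixed beforehand, an adjustment over the list alone was also made. The per-mouse means of OR groups and of neuronal lists were compared by two-sided exact permutation tests over the 70 assignments of the 8 mice, for which the smallest possible p is 0.0286. These were 8 comparisons, adjusted together.

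The 34 gene lists were tested by camera with a preset correlation of 0.01 between genes, again with an estimated correlation, and by fry, adjusted over the 34 lists. They held the targeted gene with Emx1 and 4 LIM homeodomain genes (Lhx2, Lhx6, Lhx8 and Lhx9), regulators of OR choice, other homeodomain factors, stages of the olfactory sensory neuron (OSN) lineage, markers of the other cells of the mucosa and its surroundings, axon guidance and zonal genes, immediate early genes, genes of ER stress and apoptosis, Y-linked genes, chemoreceptor families, and 3 OR lists taken from the study. Of these 3, 1 was chosen by the study on these samples and 2 on mice with another Cre driver, 123Cre. The 4 position lists (chromosome 19, the measured genes near Emx2, taken as up to 100 on each side and 115 in all because the chromosome ended, the ORs of chromosome 19, and the 200 genes near Omp taken likewise) were adjusted apart. Members of the lists without a cluster of their own under the listed symbol were not analysed here, except that 3 listed under an older symbol were added in an alternative.

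Genes were named by a rule: 7 genes of the study's question (Emx2, Lhx2, Omp, Emx1, Gap43, Olfr15 and Olfr90); because fewer than 5 genes passed in each direction, the 5 with the smallest p in each direction, as values; the 6 ORs with the smallest p in each direction; and for each list the member with the smallest p and up to 3 more that passed over the list alone. The samples, tests, lists, this rule and all but the last 3 of the alternatives below were fixed before the data were examined.

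The tests were checked on simulated data with the means and spreads of the real clusters. Over 10 runs of the 21789 clusters, 200 clusters were changed per run. Of these, limma recovered 72.7% of those changed by 0.5 log2 and 93.8% of those changed by 1 log2. Unchanged clusters made up 4.9% of its calls. These shares hold for the simulated case and are not the power in the real arrays. There Emx2 (-0.55, limma adjusted p = 0.201), E330013P04Rik (1.32, 0.134) and Cpn1 (-0.91, 0.0653) did not pass. In simulations of 2000 clusters with an unchanged list of 25 genes that varied together (correlation 0.3), camera called the list in 37.2% of 400 runs with the preset correlation and in 3.0% with the estimated one, at p under 0.05. A call with the preset correlation alone is therefore given with its estimated-correlation p beside it.

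The alternatives were quantile normalization, a shift of each array to equal mean signal of the mature OSN list, a filter to clusters above the median signal, the methods' t-test, eBayes with trend and robust variance, array weights, the mean Y-linked signal as a covariate, a wider OR definition, and leaving out each mouse. The study's methods describe a normalization to its own list of mature OSN mRNAs, which this shift does not reproduce. Leaving out control 4 also removed the only control without Cre. Other pseudocounts did not apply to log2 values. After seeing the data, a fit without controls 1 and 2, gene lists with older symbols matched through synonyms, and values within mice of high or low Y-linked signal were added. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.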

Results

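RNA abundance in the olfactory mucosa was measured on microarrays in 8 mice at postnatal day 1, with 1 array per mouse. Emx2 encodes a homeodomain transcription factor made in olfactory sensory neurons (OSNs), and in the 4 knockouts both of its copies carried loxP sites and could be deleted by Cre recombinase made from the Omp locus, which is active in mature OSNs. The 4 controls were littermates, of which controls 1 to 3 were labelled as carrying Cre with 1 floxed copy of Emx2 and control 4 as carrying 2 floxed copies without Cre. Median log2 signal per array ranged from 8.64 to 8.68, and correlations between arrays ranged from 0.985 to 0.994. Control 2 stood apart from the other arrays, at 32.9 on the first principal component (32.6% of the variance) where the others lay between -11.83 and 6.11. Differences are given as log2 of knockout minus control, with 4 mice in each group, and ± is the SE of the difference unless an SD is named.

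The comparison of knockouts with controls asked which mRNAs depend on Emx2 in mature OSNs. Emx2 mRNA was lower in all 4 knockouts than in any control. Its log2 difference was -0.55 ± 0.08 (fold 0.684, -31.6%), with log2 signals of 10.58 to 10.89 in controls and 10.14 to 10.34 in knockouts. This gave a limma p of 7.37e-05, which did not pass over all genes (adjusted p = 0.201) and passed when adjusted over the list alone, that of Emx2, its close relative Emx1 and 4 LIM homeodomain genes (4.42e-04). Which exons of Emx2 lie between the loxP sites is not given in the sources used here. By the study's methods, the value of a transcript cluster merges probe sets for all exons of its gene. Lhx2, the other homeodomain factor of the study, differed by 0.05 ± 0.08 (fold 1.03, limma adjusted p = 0.953), and the difference was negative (-0.03) without knockout 3. Emx1 differed by -0.0034 ± 0.06, a difference whose sign turned under scaling to the mature OSN list (0.07).

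Omp, which encodes olfactory marker protein and loses 1 copy to the Cre insertion, differed by -0.27 ± 0.19 (limma adjusted p = 0.910), and by -0.12 without control 1, -0.41 without control 3 and -0.17 without control 4. Its log2 signal was 13.29 in control 4, which has no Cre, and 13.43 in control 1, which is labelled as carrying Cre. It was 12.72 and 12.56 in controls 2 and 3 and 12.60 to 12.91 in the knockouts.

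**Figure D1:**
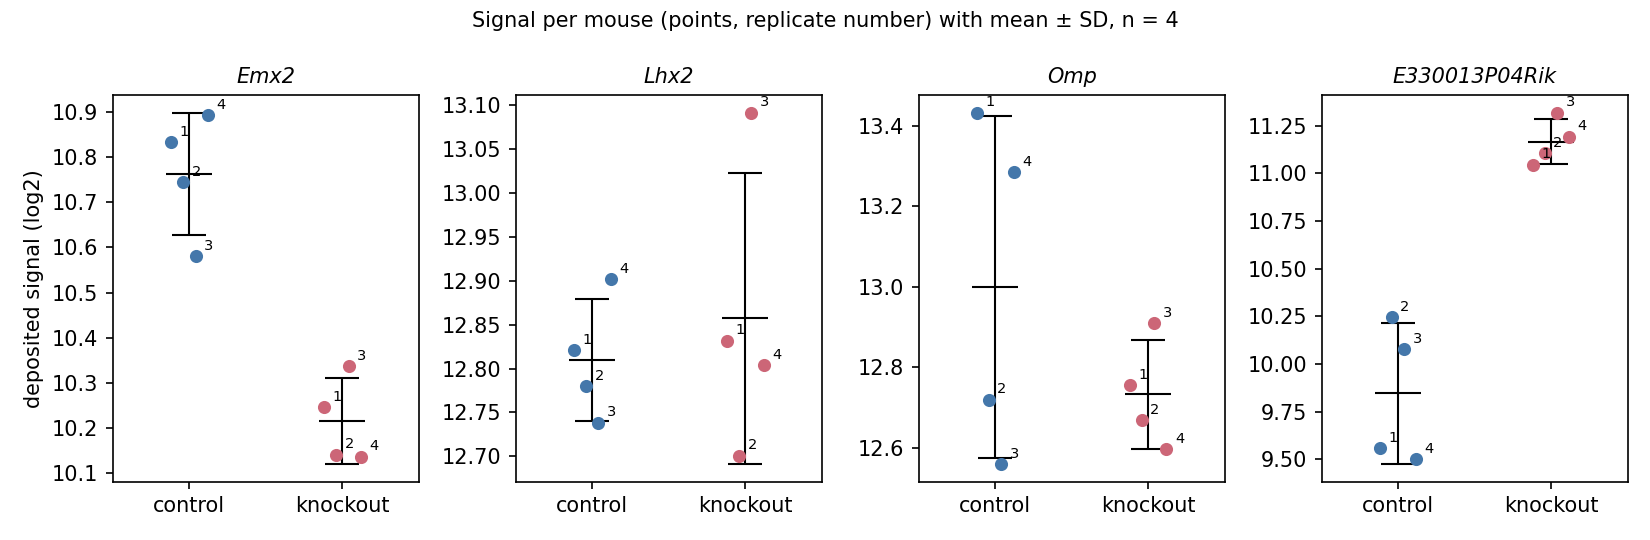
Log2 signal of Emx2, Lhx2, Omp and E330013P04Rik in each of the 8 mice (points), with the group mean and SD. Emx2 lay at 10.14 to 10.34 in the knockouts and 10.58 to 10.89 in the controls, and Omp in control 1 (13.43) lay near control 4 (13.29).

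Among all genes, the smallest p values belonged to genes that were higher in all 4 knockouts than in any control: Arpp21, which encodes a cAMP-regulated phosphoprotein (0.52 ± 0.05, fold 1.43), Lrrn3, a leucine-rich repeat neuronal protein (0.68 ± 0.07, fold 1.60), and Cacna1a, the pore subunit of P/Q-type calcium channels (0.46 ± 0.05, fold 1.38). E330013P04Rik, a long noncoding RNA, had a difference of 1.32 ± 0.17 (fold 2.50), and Tshr, the thyrotropin receptor, one of 0.86 ± 0.12 (fold 1.82). Besides Emx2, the lower genes of smallest p were Cpn1, a carboxypeptidase subunit (-0.91 ± 0.10, fold 0.533), Tmprss6, a transmembrane serine protease (-0.37 ± 0.05), Fads6 (-0.26 ± 0.04) and Dnm1, the GTPase dynamin 1 of synaptic vesicle endocytosis (-0.29 ± 0.05). Adjusted over the 21789 clusters, limma called 0 genes at 0.05, with a smallest adjusted p of 0.0653 that Arpp21, Lrrn3, Cacna1a and Cpn1 shared. This count was 2 with scaling to the mature OSN list, 4 among clusters above the median signal and 5 with array weights. It was 1 without control 3 and 0 in the other settings run.

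At an unadjusted p under 0.01, limma counted 133 genes higher and 131 lower in the knockouts (217.9 expected by chance in all), and 1126 genes were at p under 0.05 (1089.5 expected). The methods' t-test called 0 genes past adjustment, 203 at p under 0.01 and 1081 at p under 0.05. In 675 clusters (3.10%) the groups did not overlap, where chance gives 2.86%. The balance of directions rested on the scaling, since 160 genes were higher and 47 lower at p under 0.01 with the arrays scaled to the mature OSN list, and 102 and 188 with quantile normalization. Without knockout 4, 78 genes were higher and 57 lower, without control 4 the lower genes were 61, without knockout 1 they were 85, and without knockout 3 the higher genes were 214.

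Odorant receptors (ORs) are the receptors by which OSNs detect odorants, and the study asked which of them need Emx2. Of 1017 OR clusters, 721 (70.9%) had a lower mean in the knockouts, where 51.3% of other genes of like signal did. Scaling the arrays to the mature OSN list moved the median of all genes from 0.0024 to 0.0766, and 51.6% of OR clusters and 18.3% of other genes of like signal were then lower. The mean OR difference was -0.10 on the log2 scale (-6.8%), against -0.0016 in other genes of like signal, and after this scaling -0.0270 against 0.0727. The mean OR difference was -0.158 without knockout 3, -0.0637 without knockout 4 and -0.0675 without control 4. With the Y-linked signal as a covariate it was -0.0476, with 57.3% of OR clusters lower and class II ORs at -0.0656. At a limma p under 0.01, 41 OR clusters were lower and 0 higher, and at p under 0.05, 117 were lower and 4 higher, whereas scaling to the mature OSN list gave 31 lower and 4 higher at p under 0.01. ORs reached p under 0.05 in 11.9% of clusters and other genes of like signal in 4.82%, and p under 0.01 in 4.03% and 1.07%.

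The lower ORs of smallest p were Olfr1249 (-0.41 ± 0.07, fold 0.753), Olfr1309 (-0.48 ± 0.09, fold 0.715), Olfr1424 (-0.67 ± 0.13, fold 0.629), Olfr361 (-0.45 ± 0.09, fold 0.730), Olfr298 (-0.91 ± 0.18, fold 0.531) and Olfr1457 (-0.40 ± 0.08, fold 0.756). In each of these 6 all knockouts were below all controls. Folds among the 41 clusters ranged from 0.531 to 0.866, with a median of 0.737. The higher ORs of smallest p were Olfr606 (0.30 ± 0.10, fold 1.23), Olfr1351 (0.24 ± 0.09), Olfr447 (0.21 ± 0.09), Olfr410 (0.14 ± 0.06), Olfr3 (0.10 ± 0.05) and Olfr15 (0.20 ± 0.09).

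Adjusted over the OR clusters alone, limma called 0 ORs (smallest adjusted p = 0.139), as did the methods' t-test, which counted 16 ORs lower and 0 higher at p under 0.01, all of them among the 41. With the Y-linked signal as a covariate 20 OR clusters were lower (18 shared with the 41) and 5 higher, and the lower clusters were 23 without control 1, 62 without control 2 (with 7 higher), 19 without control 4, 66 without knockout 3 and 17 without knockout 4.

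**Figure D2:**
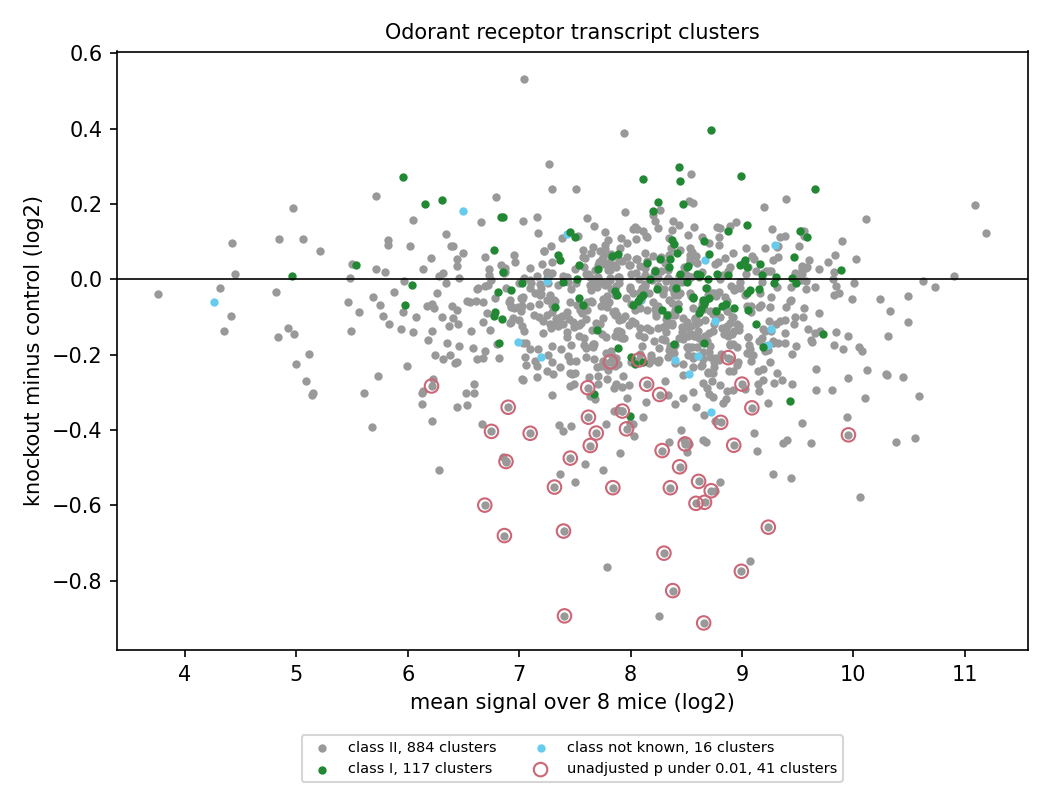
Log2 difference of knockout minus control against mean log2 signal for the 1017 OR clusters, coloured by receptor class, with the 41 at a limma p under 0.01 circled. Of these clusters 721 lie below 0 (70.9%, against 51.3% of other genes of like signal, or 51.6% against 18.3% with the arrays scaled to the mature OSN list), and all 41 circled ones are class II.

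ORs fall into class I, the smaller and older group, and class II. Of 884 class II clusters 651 (73.6%) were lower, including all 41 at p under 0.01, and of 117 class I clusters 58 were lower, with 0 at p under 0.01. Tested on 1 mean per mouse, class II ORs differed by -0.12 (-7.7%, 8.09 ± 0.12 SD in controls and 7.97 ± 0.13 SD in knockouts, two-sided exact permutation p = 0.229; -0.0707 without knockout 4). Class I ORs differed by 0.0036 (exact permutation p = 0.971), a sign that turned with quantile normalization (-0.0095). The difference between the classes was itself -0.12 (exact permutation p = 0.343; -0.0786 without control 1, -0.1998 without control 2, -0.0793 without control 4, -0.179 without knockout 2 and -0.0584 without knockout 4), and all ORs together went from 8.10 ± 0.11 SD to 7.997 ± 0.123 SD (exact permutation p = 0.257). These differences were no larger than the spread between mice, and over the 8 comparisons of this kind the adjusted exact p values ranged from 0.457 to 0.971.

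High Y-linked signal was present in 3 controls and 1 knockout, and low signal in 1 control and 3 knockouts. The mean OR difference was 0.09 within the samples of high Y-linked signal and -0.23 within those of low signal. Class II ORs gave 0.08 and -0.25, and Emx2 -0.40 and -0.66. In each set 1 group had 1 mouse, and the 0.09 lay within the SD between controls (0.105), so that these values do not show whether the difference holds within both.

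**Figure D3:**
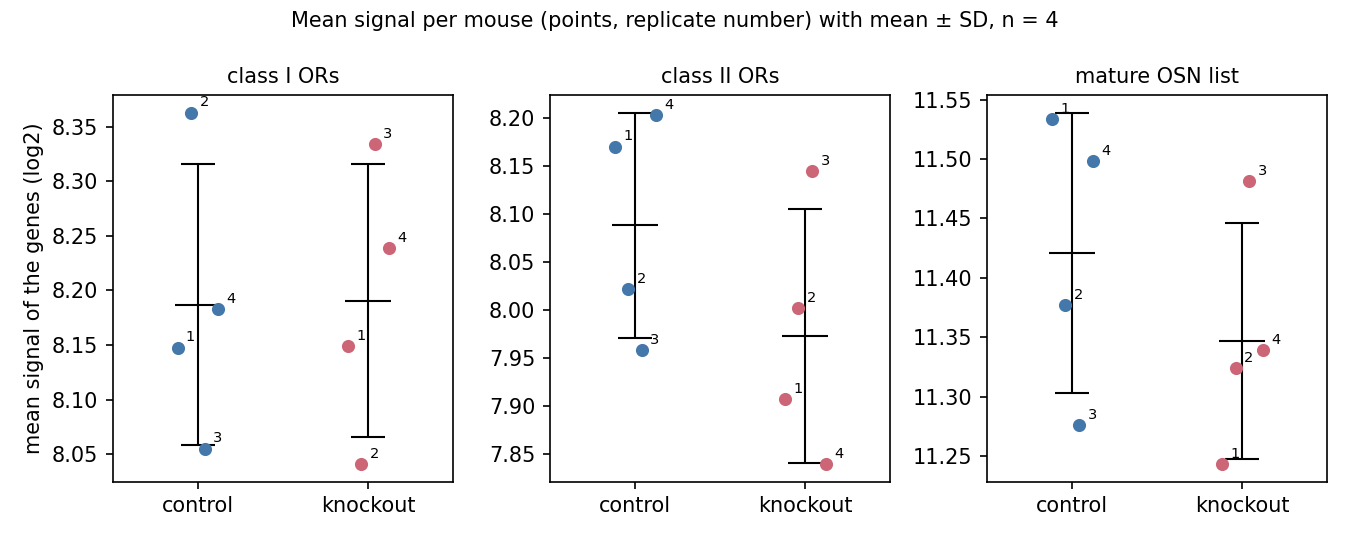
Mean log2 signal of class I ORs, class II ORs and the mature OSN list in each of the 8 mice (points), with the group mean and SD. Class II ORs averaged 8.09 in controls and 7.97 in knockouts, a difference of -0.12 that was -0.04 with the arrays scaled to the mature OSN list, and the groups overlapped.

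Of 13 ORs that the study marked as lower in other mice, in which another Cre driver deleted Emx2, 12 were lower here. Of all OR clusters, 70.9% were lower. The list of 13 fell by camera against all genes (adjusted p = 1.21e-10), but not with an estimated correlation (adjusted p = 0.390). Whether this list differed from other ORs was not tested. Per mouse, its mean difference was -0.32 (-19.8%, exact permutation p = 0.0571), which missed the threshold. Adjusted over the list alone, 4 members fell: Olfr1424, Olfr222 (-0.56 ± 0.12), Olfr1419 (-0.35 ± 0.08) and Olfr1355 (-0.34 ± 0.08), and 3 of these 4 are also in the list the study chose on the present mice. Of 4 measured ORs marked as higher in those other mice, 2 were higher and 2 lower (adjusted p = 0.747), with Olfr90 at 0.02 ± 0.19, Olfr91 at -0.17 ± 0.08 (-0.0942 without knockout 4) and Olfr15 at 0.20 ± 0.09 (0.122 without knockout 3). The sign of Olfr90 turned with array weights (-0.0416) and without control 2 (-0.11), knockout 2 (-0.0196) or knockout 3 (-0.12). With Olfr144, on the array under its current symbol Olfr1537 (-0.05 ± 0.15), 2 of 5 were higher and 3 lower (adjusted p = 0.671). Of 17 ORs that the study marked in OmpCre:Emx2 mice, 15 were measured under the listed symbol, and all 15 were lower and fell as a list (adjusted p = 8.25e-29, and adjusted p = 0.0379 with an estimated correlation), and all 15 passed when adjusted over the list alone. That list was chosen by the study on these samples, so neither its direction nor its count is independent evidence. Another member, Olfr42, was on the array under its current symbol Olfr263 (-0.78 ± 0.16, fold 0.584), and with it all 16 were lower (adjusted p = 1.74e-30, and adjusted p = 0.0350 with an estimated correlation). It was the 1 list of 34 called with an estimated correlation, and likewise by fry.

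The class II list fell by camera (646 of 877 genes lower, adjusted p = 3.66e-13), but not with an estimated correlation (adjusted p = 0.850), and 0 members passed adjusted over the list alone. Class I ORs had 59 of 116 genes higher (adjusted p = 0.848). Trace amine-associated receptors, which other OSNs use in place of ORs, had 10 of 13 genes higher (adjusted p = 0.116), with Taar5 at 0.21 ± 0.12.

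Mature OSN genes fell as a list (17 of 25 lower, mean -0.07, camera adjusted p = 0.0146), but not with an estimated correlation (adjusted p = 0.925) nor per mouse (exact permutation p = 0.343). Adjusted over the list alone, S100a5 (-0.58 ± 0.12, fold 0.670), Cidea (-0.43 ± 0.11, fold 0.741) and Kirrel2 (-0.33 ± 0.09, fold 0.796) fell and Cartpt rose (0.48 ± 0.12, fold 1.39). S100a5 encodes a calcium-binding protein and Kirrel2 an adhesion protein of OSN axons, and both follow neuronal activity. Cidea is a lipid droplet protein and Cartpt a neuropeptide precursor. The call was lost without control 1 (adjusted p = 0.681), control 4 (0.0803) or knockout 1 (0.385), and with the Y-linked covariate (0.0909). Around the mean of this list the groups overlapped. Controls 1 to 4 stood at 0.15, -0.0070, -0.11 and 0.11, and knockouts 1 to 4 at -0.14, -0.06, 0.10 and -0.05.

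Immature OSN genes were 8 higher and 11 lower (adjusted p = 0.342), with Trib3 at -0.20 ± 0.07 and Gap43, the growth cone protein, at -0.11 ± 0.05. All 16 measured genes of globose basal cells and cell division, the progenitors of OSNs, were higher, and the list rose (adjusted p = 1.45e-05, and 0.848 as the adjusted p with an estimated correlation). Its member of smallest p was the receptor tyrosine kinase Kit (0.17 ± 0.07). Control 2 lay -0.40 from the mean of this list. Regulators of OR choice were 11 higher and 10 lower (adjusted p = 0.666), with Rtp2, which helps carry ORs to the membrane, at -0.26 ± 0.09. Other homeodomain factors of the epithelium were 7 higher and 4 lower (adjusted p = 0.383), with Alx1 at 0.19 ± 0.12 (0.113 without control 2, 0.295 without control 3), and the list of Emx2, Emx1 and the LIM homeodomain genes was 4 higher and 2 lower (adjusted p = 0.666).

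Genes of axon guidance were 11 higher and 13 lower (adjusted p = 0.326) and those of the dorsal and ventral zones 5 higher and 4 lower (adjusted p = 0.831). Slit1, a secreted axon repellent, fell when adjusted over the list alone, that of the zones (-0.30 ± 0.07, fold 0.815, adjusted p = 0.0198), but not adjusted over the guidance list alone (0.0529).

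Cartilage and bone genes were higher in all 12 measured members and rose as a list (adjusted p = 0.0030, and 0.848 as the adjusted p with an estimated correlation), with the bone sialoprotein gene Ibsp at 0.35 ± 0.19. The call was lost without control 2 (0.140), which lay -0.43 from the mean of the list, or without knockout 1 (0.0637). Bowman glands and secretory cells had 13 of 15 genes lower without a call (adjusted p = 0.0626), and 14 of 16 lower with an adjusted p of 0.04998, just under the threshold, when Obp2b (-0.75 ± 1.02) was added through its older symbol, or an adjusted p of 0.912 with an estimated correlation. The water channel gene Aqp3 was at -0.13 ± 0.07. Sustentacular cell genes were 9 higher and 3 lower (0.695), with Cbr2 at -0.08 ± 0.05, and those of horizontal basal cells 2 higher and 4 lower (0.184), with Krt17 at -0.23 ± 0.13. Genes of ciliated respiratory cells were 6 higher and 4 lower (0.896), with Foxj1 at -0.12 ± 0.08, and those of ensheathing glia 6 higher and 3 lower (0.695), with Frzb at 0.20 ± 0.12.

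Immune cell genes were 4 higher and 9 lower (0.276), with Tyrobp at -0.35 ± 0.23 (-0.0813 without control 2), and control 2 stood 0.82 above the mean of this list. Red blood cell genes were higher in all 3 measured members (0.695), with Alas2 at 0.26 ± 0.42, whose sign turned without control 2 (-0.11). Muscle genes were 2 higher and 9 lower (0.447), with Tnnt3 at -0.09 ± 0.08, and endothelial genes 6 higher and 1 lower (0.186), with Tie1 at 0.12 ± 0.07. Genes of olfactory bulb or other brain neurons were 6 higher and 4 lower (0.617), with Gad2 at 0.32 ± 0.11. Vomeronasal neuron genes were 3 higher and 3 lower (0.928), with Gnao1 at -0.05 ± 0.04, whose sign turned under scaling to the mature OSN list (0.03). Microvillous and brush cell genes were 3 higher and 6 lower (0.695), with Chat at -0.16 ± 0.08, and genes of guanylyl cyclase D neurons 5 higher and 14 lower (0.252), with Ms4a5 at -0.18 ± 0.11. Leaving out 1 mouse moved other values of these cell types by over 1.5 times. Ibsp was at 0.224, Krt17 at -0.131 and Foxj1 at -0.0754 without control 2, Aqp3 at -0.0753, Cbr2 at -0.0440 and Frzb at 0.128 without knockout 1, and Ms4a5 at -0.116 without knockout 3. Tnnt3 ranged from -0.142 to -0.0510 and Tie1 from 0.0787 to 0.185, Chat was at -0.0924 without control 3, and Gnao1 at -0.0222 without control 4. Values in brackets after these counts are adjusted p values of camera with the preset correlation.

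All 14 immediate early genes were lower in the knockouts and the list fell (adjusted p = 3.01e-05, and 0.501 as the adjusted p with an estimated correlation), with the phosphatase gene Dusp1 at -0.33 ± 0.10. Control 2 stood highest, 0.18 above the mean of this list, with control 4 at 0.11, and controls 1 and 3 (-0.0012 and -0.0151) lay near knockout 1 (-0.0183). All 13 genes of ER stress and apoptosis were lower and that list fell (adjusted p = 1.56e-06, and 0.501 as the adjusted p with an estimated correlation), with Herpud1 at -0.21 ± 0.06, and control 2 again stood highest (0.16). Atf3 is in both lists, and Trib3 is shared by ER stress and immature OSNs. The 3 Y-linked genes fell as a list (adjusted p = 0.0092, and 0.848 as the adjusted p with an estimated correlation), with Eif2s3y at -2.04 ± 0.96, a call lost without knockout 1 (0.0617) and with the methods' t-test (0.0550). The Y-linked covariate, which is the mean of this list itself, also ends it (0.559).

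Vomeronasal receptor genes were dim, with median log2 signals of 5.71 (Vmn1r) and 5.78 (Vmn2r). By camera, both families rose: 99 of 117 Vmn1r genes were higher (adjusted p = 2.50e-04) and 41 of 46 Vmn2r genes (adjusted p = 8.21e-04), each with an adjusted p of 0.925 with an estimated correlation. Vmn1r205 was at 0.19 ± 0.09 (0.125 without knockout 1, 0.123 without control 3) and Vmn2r26 at 0.20 ± 0.09. Control 1 was the highest of the 8 arrays in both lists (0.38 and 0.41 above their means), and knockout 3 was at -0.27 and -0.29, near controls 2 (-0.24 and -0.28) and 4 (-0.26 and -0.32). All samples of low Y-linked signal lay above all of high signal, at -0.02 to 0.38 against -0.27 to -0.13 (Vmn1r). For Vmn2r they lay at -0.05 to 0.41 against -0.32 to -0.15. The rise of both families thus cannot be told apart from the unequal Y-linked signal of the groups. The direction turned with the Y-linked signal as a covariate, and neither call stood without knockout 1 (0.164 and 0.108), control 2 (0.0549 and 0.0672) or control 4 (0.221 and 0.203), nor that of Vmn2r without knockout 4 (0.0796). Formyl peptide receptors were 3 higher and 1 lower (adjusted p = 0.921), with Fpr-rs6 at -0.10 ± 0.10 (-0.0131 without knockout 3 and -0.0542 without control 1).

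Because the groups differ in how many copies of chromosome 19 carry the floxed allele, genes were also tested by position. Of 674 genes of chromosome 19, 291 were higher and 383 lower (adjusted p = 0.107), and of 115 genes near Emx2, 55 were higher and 60 lower (adjusted p = 0.859). Adjusted over the list alone, Cpn1 fell (0.0081) and E330013P04Rik rose (0.0104) on chromosome 19, and E330013P04Rik rose among the genes near Emx2 (0.0035). In control 4, with 2 floxed copies and no Cre, Cpn1 was at 9.51, against 8.44 to 8.58 in the knockouts. E330013P04Rik was at 9.50 in it, against 11.05 to 11.32. Control 4 thus lay on the side of the other controls in both genes, but it is 1 mouse. ORs of chromosome 19 fell as a list against all genes (43 of 59 lower, mean -0.10, adjusted p = 3.06e-05), but not with an estimated correlation (adjusted p = 0.553) nor among clusters above the median signal (0.0960). Of all OR clusters 721 of 1017 were lower, also with a mean of -0.10, so that this call does not set the ORs of chromosome 19 apart from other ORs. Olfr1424, Olfr1457 and Olfr1419 fell when adjusted over the list alone (0.0284, 0.0284 and 0.0296). Genes near Omp were 105 higher and 95 lower (adjusted p = 0.653). The sign of the median, the mean or the test differed in lists without a call whose values lay near 0: Emx2 with Emx1 and the LIM homeodomain genes, zones, ciliated cells, vomeronasal neurons, formyl peptide receptors, class I ORs, and genes near Emx2 and near Omp.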

Values the study reported

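In OmpCre:Emx2 mice the study reported a 32% decrease of Emx2 mRNA (p = 0.00059, n = 4) and a fold difference of 1.03 for Lhx2 mRNA (p = 0.6205). Its folds for Olfr1249 (0.7533), Olfr298 (0.5313) and Olfr90 (1.0124) in these mice equal those found here without scaling to the mature OSN list. Over both strains with Emx2 deleted, it counted 34 OR mRNAs at p < 0.01, none of which had a false discovery rate under 1%. It also stated that conditional loss of Emx2 left the numbers of immature and of mature OSNs as they were.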

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

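The tests of Omp in control 1, of mixed signal from the other sex, of sex as a source of the OR difference, and of the splits of the samples for numbers of genes and OR clusters, as well as the values within Y-linked signal, were chosen only after the result was seen.

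In 20 cases 1 sample lay far from the other 3 of its group, where chance gives about 10.5 in the 210 groups tested (about 1 in 20). Of these, 8 were in knockout 3, 4 each in controls 1 and 2, 2 in control 3, 1 each in knockouts 1 and 2, and 0 in control 4 and knockout 4. Many concern the same Y-linked genes and are not independent.

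Among log2 signals, Olfr90 was at 7.65 in control 2 (8.13 to 8.19 in the other controls), Olfr3 at 8.73 in control 2 (8.62 to 8.64) and Tyrobp at 10.96 in control 2 (9.81 to 9.93). Cpn1 was at 9.07 in control 3 (9.49 to 9.52) and Vmn1r205 at 4.07 in control 3 (4.34 to 4.39). Cbr2 was at 13.94 in knockout 1 (14.06 to 14.07), Tyrobp at 9.69 in knockout 2 (9.83 to 9.84), and Ms4a5 at 4.56 in knockout 3 (4.82 to 4.84). As mean deviation of a list, immune cells stood at 0.82 in control 2 (-0.23 to -0.10), ensheathing glia at -0.21 in knockout 3 (0.08 to 0.10) and formyl peptide receptors at -0.20 in knockout 3 (0.05 to 0.08).

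The Y-linked genes and Xist, the RNA of the inactive X chromosome, the latter, Kdm5d and Uty being named after their values were seen, set control 1 apart from the other controls and knockout 3 apart from the other knockouts. In control 1, Eif2s3y was at 8.61 (11.12 to 11.26 in the other controls), Kdm5d at 7.37 (9.83 to 9.94), Uty at 8.28 (10.63 to 10.69) and the Y-linked list at -0.96 (1.49 to 1.58). In knockout 3, Eif2s3y was at 11.33 (7.35 to 7.75 in the other knockouts), Kdm5d at 9.97 (6.85 to 7.31), Uty at 10.86 (6.91 to 7.47), the Y-linked list at 1.68 (-1.999 to -1.536) and Xist at 6.997 (13.41 to 13.52).

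Of the 35 splits of the 8 samples into equal groups, 10 gave at least the 264 genes at p under 0.01 (highest other split 794), 7 at least the 41 OR clusters (highest other 136), 22 at least the 11 gene lists (highest other 19) and 20 at least the 1 position list (highest other 1). Chance was therefore not excluded for these 4 counts. For genes past adjustment the real count was 0, which all 35 splits reach whatever the samples hold (highest other 5), so that this count of splits says nothing. The split with 794 genes set controls 1, 2 and 4 with knockout 3 against the rest. It gave 3 times as many genes at p under 0.01 as the real one, with 0 past adjustment. It was picked as the largest of the 35. Controls 1, 2 and 4 and knockout 3 also stood highest around the mean of the mature OSN list (-0.0070 to 0.15, against -0.14 to -0.05 in the rest). The same held for class II ORs (-0.0089 to 0.17, against -0.19 to -0.03). The split with 794 genes thus also follows the signal of these lists, with control 2 close to the rest. Whether this lies behind its count was not tested. The split that follows the Y-linked signal, control 1 with knockouts 1, 2 and 4, gave 387 genes, 8 OR clusters and 18 gene lists, all but the OR clusters above the real counts; the mean OR difference within high and low Y-linked signal is given below.

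OR clusters were lower in the knockouts in 721 of 1017 cases. Fewer or less mature OSNs are an open explanation: with the mature OSN list held equal, 31 OR clusters were still lower at p under 0.01 (25 of them among the 41), and the mean difference went from -0.101 to -0.0270, a move that restates the lower mean of the mature OSN list (-0.07, exact permutation p = 0.343) and leaves the gap between ORs and other genes as it was. The study reported no effect of the deletion on the numbers of OSNs, which were not analysed here. Over the mice, the mean OR signal broadly followed the mean of the mature OSN list in both groups. Knockout 3 had 11.48 on the list and 8.17 for ORs, and control 1 had 11.53 and 8.17. Control 3 had 11.28 and 7.97, and knockout 1 had 11.24 and 7.93. Knockout 4 departed from this, with 11.34 on the list and the lowest OR mean (7.88). The list itself was not shown to differ between the groups. Fewer or less mature OSNs may therefore contribute, and are neither shown nor excluded. Unequal sex stays open because 3 of 4 controls and 1 of 4 knockouts had high Y-linked signal, and the mean OR differences within high (0.0898) and low (-0.225) signal each rest on a group of 1 mouse and decide nothing, while with the Y-linked signal as a covariate over all 8 mice the difference went from -0.101 to -0.0476. The loss of Emx2, which the design names, and the litters, which the labels leave unnamed though by the study's methods each that gave knockouts also gave controls, remain open as well, and these explanations cannot be told apart with these samples.

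Omp in control 1, labelled as carrying Cre, lay 0.79 above controls 2 and 3. More mature OSNs in this sample are argued against, since the 25 other mature OSN genes had a median excess of 0.23 (SD between genes 0.16) and 0 of the 25 had an excess as large as Omp. A candidate explanation is that control 1 carried no Cre and so had both copies of Omp: E330013P04Rik, a chromosome 19 gene near Emx2, was 0.60 lower in it than in controls 2 and 3 (difference -0.60) and close to control 4. Since this rests on 1 sample and on a gene picked from the same data, it is a hypothesis, and apart from the share of mature OSNs no biological explanation was tested.

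Control 1 had high Xist (13.47) with Y-linked signal above that of the knockouts of low Y-linked signal, and controls 3 and 4 had high Y-linked signal with intermediate Xist (10.30 and 10.35, against 8.08 in control 2). A higher background on dim clusters is argued against, since at most 3.47% of other clusters of like level rose as much as a Y-linked gene in control 1, and at most 0.03% as much as Xist in controls 3 and 4. RNA of a mouse of the other sex may be mixed in: the 3 Y-linked genes gave male shares of 8.6% (Eif2s3y), 4.0% (Kdm5d) and 9.8% (Uty) in control 1, a median of 8.6% and within a factor of 2.42 of each other, and Xist gave female shares of 9.6% and 9.9% in controls 3 and 4. No biological explanation was tested, and where such a mixture arose is not shown by these values.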

How the results depend on the processing

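The values without controls 1 and 2 together, those with older symbols of list members matched and those within samples of high or low Y-linked signal were chosen only after the result was seen. Other pseudocounts were not run because the values are already log2. No paired analysis was possible because the replicate numbers follow the order of deposit and the labels name no litters. Over 86 results and 1520 alternative values, 1359 kept their side of the threshold (or stayed within 1.5 times for counts, and within the spread between mice for values without a test), 12 passed where they had not, 41 no longer passed, 87 moved and 21 turned direction. Apart from these 21, 15 untested values within Y-linked signal had the opposite sign. The 1359 do not show that sizes held, since a result that did not pass was kept wherever it again did not pass. With scaling to the mature OSN list, the mean OR difference counted as kept at -0.0270 against -0.1013. The share of OR clusters lower counted as kept at 51.62% against 70.89%. With this number of arrays and 200 clusters changed per run, 72.7% of simulated changes of 0.5 log2 were recovered, a share that need not hold for the real arrays. No background level was measured for dim genes. Except where the construction shows it (fewer clusters tested, fewer mice), the cause was not tested.

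Genes past adjustment were 2 with scaling to the mature OSN list, 4 among clusters above the median, 5 with array weights and 0 to 1 with 1 mouse left out. Lower genes at p under 0.01 were 47 with this scaling, 198 with array weights, 59 with the Y-linked covariate, 197 without controls 1 and 2 and 57 to 184 with 1 mouse left out, and higher genes 78 to 214. Lower OR clusters were 15 above the median, 16 by the methods' t-test, 62 with array weights, 20 with the Y-linked covariate and 17 to 66 with 1 mouse left out. Higher OR clusters were 4 with scaling to the mature OSN list, 1 with array weights, 5 with the Y-linked covariate, 1 without controls 1 and 2 and 0 to 7 with 1 mouse left out. ORs past adjustment over the ORs alone were 2 with the wider OR definition, 1 without controls 1 and 2 and 0 to 2 with 1 mouse left out.

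Within high and low Y-linked signal, mean differences were 0.0898 and -0.225 for all ORs, 0.0836 and -0.254 for class II, and 0.0556 and -0.758 for Omp. Within high signal they were 0.13 for class I, -0.40 for Emx2 and 0.29 for Lhx2. With 1 mouse left out, mean differences ranged from -0.158 to -0.0637 for all ORs, -0.173 to -0.0707 for class II and -0.1998 to -0.0584 for class II minus class I, and Omp from -0.413 to -0.122. Class I was at -0.0095 with quantile normalization and -0.0443 to 0.0623 with 1 mouse left out, and Lhx2 at -0.0312 to 0.0991. Emx1 was at 0.0709 with scaling to the mature OSN list, 0.0466 with the Y-linked covariate and -0.0546 to 0.0253 with 1 mouse left out. Olfr90 was at -0.0416 with array weights, -0.11 without controls 1 and 2 and -0.12 to 0.16 with 1 mouse left out. Gnao1 was at 0.0281 with scaling to the mature OSN list, and Alas2 at -0.11 to 0.58 with 1 mouse left out.

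Gene lists past adjustment were 12 with older symbols matched, 1 with an estimated correlation, 1 with fry and 7 (without knockout 1) to 15 with 1 mouse left out, and position lists 0 above the median, 0 with an estimated correlation and 0 with fry. The class II list had adjusted p values of 0.850 (estimated correlation) and 0.886 (fry), and the ORs of chromosome 19 of 0.0960 (above the median), 0.553 (estimated correlation) and 0.588 (fry). With the Y-linked covariate the Vmn1r (1.31e-13) and Vmn2r (1.80e-06) lists were lower instead of higher.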

Other observations

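The test of other activity genes was fixed before its result was seen, and the genes of the next 2 paragraphs, E330013P04Rik excepted, and the values within Y-linked signal were chosen after the results were seen.

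Other genes were higher in all 4 knockouts than in any control without passing adjustment over all genes by limma. Trpa1, an irritant-gated cation channel of sensory neurons, differed by 0.84 ± 0.14 (fold 1.79, adjusted p = 0.310), Tuba4a, an alpha tubulin, by 0.44 ± 0.07 (fold 1.35, adjusted p = 0.259), Gbe1, the glycogen branching enzyme, by 0.44 ± 0.07 (fold 1.36, adjusted p = 0.265), and Crem, a cAMP-responsive transcription factor, by 0.23 ± 0.04 (fold 1.18, adjusted p = 0.373). BC018473 had a larger difference, of 2.29 ± 0.41 (fold 4.89, adjusted p = 0.403), with log2 signals of 7.62 to 9.71 in controls and 10.23 to 11.01 in knockouts.

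E330013P04Rik lay at 9.50 in control 4, without Cre, at 10.24 and 10.08 in controls 2 and 3, with Cre and 1 floxed copy of Emx2, and at 11.05 to 11.32 in the knockouts, with control 1 at 9.56. Its difference was 1.38 within samples of high and 1.56 within those of low Y-linked signal. Each of these sets had a group of 1 mouse. With all knockouts above all controls, the sign could not turn in either set, so the sign decides nothing about sex.

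A hypothesis was that OSNs were less active in the knockouts, since S100a5 and Kirrel2, which follow activity, were lower. It was tested on the mean of Pcp4l1, Lrrc3b and Rasgrp4, other genes taken to follow OSN activity. That mean differed by -0.22 (exact permutation p = 0.0857), short of the threshold. Rasgrp4 differed by -0.45 ± 0.12, with all 4 knockouts below all controls, Pcp4l1 by -0.12 ± 0.08 and Lrrc3b by -0.08 ± 0.10. Lower activity therefore may contribute but was not shown, and the lower immediate early genes do not decide it, as many cell types of the mucosa express them.

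Of the clusters without a gene of their own, 85 of 12147 unnamed ones were at p under 0.01 (121.5 expected) and 7 of 1621 with several genes (16.2 expected), and by limma 0 passed adjustment (smallest adjusted p = 0.0527 and 0.308).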
